A study of Arabidopsis thaliana with 12 samples. Its data were reported in "A semidominant point mutation of Mediator tail subunit MED5b in Arabidopsis leads to altered enrichment of H3K27me3 and reduced expression of targets of MYC2" (2025).

How the data were processed

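Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on whole rosettes of 21-day-old *Arabidopsis thaliana* plants. The 12 samples fall into wild type and *ref4-3*, a line that carries an altered form of the Mediator tail subunit MED5b. Each genotype has 2 replicates of an immunoprecipitation of H3K27me3 (trimethylation of lysine 27 of histone H3, a mark of repressed genes), 2 of the histone variant H2A.Z, and 2 of input chromatin. The 4 input samples were not analysed here as samples of their own. Groups and replicate numbers were taken from the sample titles.

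The authors trimmed the reads with fastp, mapped them to the TAIR10 assembly with Bowtie2 and kept properly paired reads. They called enriched stretches, termed islands, with epic2 at a bin and gap size of 200 bp, both for each replicate and for the merged replicates of each genotype. Each deposited island list gives a −log10 value and a score per island. The files do not say whether the −log10 value refers to a p-value or to an adjusted one, so it was not used. The authors' score was used only to rank islands within a list. For each mark, the merged islands of both genotypes were joined, and the part of a gene inside a joined island, if at least 200 bp long, formed a region. The deposited count tables hold the number of sequenced fragments per region and library, without normalization and without subtraction of input. The column names say that duplicates had been removed.

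This construction limits what the counts can show. A gene outside the islands of both genotypes has no count. The tables hold no total of the sequenced library, so the scaling rests on the regions themselves and sets the typical region to no change. A rise or fall shared by nearly all regions of a mark is therefore not measurable from these counts. A gene may have more than 1 region, and fragments where genes overlap were counted for each of them. Of the H3K27me3 regions, 10.2% overlapped another region of the table, against 13.2% of the H2A.Z regions. The marks were counted and scaled separately, so their levels were not compared with each other.

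Coordinates are 1-based and in the assembly of the files. The annotation used for gene types, gene parts and names was that of TAIR10.1. All 8663 H3K27me3 regions and all 24960 H2A.Z regions lay inside the coordinates of their gene in it, and all 8286 and 22249 gene identifiers matched. Gene lists rebuilt from the islands and this annotation, with transcribed pseudogenes left out, held the same 8286 and 22249 genes as the count tables. The longest transcript of a gene was used to divide a region into coding sequence, untranslated region and intron. Near-identical copies of a named region elsewhere in the genome were searched with blastn 2.17.0 at an identity of at least 95% over at least 100 bp.

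The counts of each mark were tested with edgeR 4.0.16 in R 4.3.3. The study's test and thresholds were kept, and edgeR's defaults were used for scaling and dispersion, which its methods do not state. Trimmed-mean (TMM) factors scaled the 4 libraries of a mark, dispersions were estimated from the genotypes alone, and edgeR's exact test compared *ref4-3* with wild type. A region was called at a Benjamini-Hochberg adjusted p-value (FDR) below 0.05 and a fold change above 1.2. A gene was called if at least 1 of its regions was. No region was filtered out. Values per library are counts scaled to library depth (CPM) with TMM factors, given as mean ± SD with n = 2 libraries. Standard errors of log2 fold changes come from the fitted dispersion. Where 1 value per gene was needed, the region with the highest mean count was used.

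The change of H2A.Z at genes with both marks was set against that at genes with H2A.Z alone as a difference of medians, with the camera test of limma 3.58.1 at a preset correlation of 0.01. Camera with an estimated correlation was run beside it. The fry test was run too, which asks about change at genes with both marks alone and does not compare the classes. Overlaps of called genes were tested with a one-sided Fisher's exact test over the 7665 genes with both marks, adjusted over the 4 pairs of directions. Island lists were compared by the Jaccard index of covered base pairs, which is the shared length divided by the joint length (bedtools 2.31.1). The share of genes with both marks has a 95% Wilson interval, which covers counting error only. An exact permutation of 2 against 2 libraries cannot give a two-sided p below 0.333, so no result was called on one.

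The groups, the tests, the rule for named genes and most alternatives were fixed before the data were examined. Named genes are 15 that the study's text discusses, the 3 with the largest fold change per mark and direction, and the 3 with the largest summed change among genes called in the same direction for both marks. Both of the latter sets required a mean count of at least 100 and both *ref4-3* libraries beyond both wild-type libraries. Alternatives were edgeR's quasi-likelihood test with and without the replicate number as a block, DESeq2 1.42.0, other size factors, totals without factors, loess offsets with a span of 0.3, a filter on low counts, protein-coding genes only, other thresholds, other overlap rules for islands, and fits that left out each library in turn. Leaving out a library leaves 1 in its group, so these fits give values without a test.

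The tests were tried on simulated counts with the means and depths of the real libraries, in which 200 regions changed by 1.5-fold. edgeR's exact test recovered 93.5% of these among 8663 regions simulated for H3K27me3 and 94.0% among 24960 simulated for H2A.Z, and 5.56% and 3.59% of its calls were false. DESeq2 recovered 83.5% and 56.0%, and 0% of its calls were false for either mark. The simulated spread was edgeR's own estimate, the same in both genotypes, which favours edgeR by construction. In the real data the spread was unequal, with a dispersion of 0.000134 from the wild-type pair and 0.00134 from the *ref4-3* pair for H3K27me3. The simulation therefore cannot rank the tools, and changes below 1.5-fold were not simulated.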

Results

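H3K27me3 and H2A.Z were profiled by ChIP-seq in whole rosettes of 21-day-old wild-type and *ref4-3* plants, with 2 replicates per genotype and mark. The libraries held from 5805781 to 8466471 fragments inside H3K27me3 regions and from 7848342 to 10128759 inside H2A.Z regions. The shallowest library was the first *ref4-3* replicate of H3K27me3. The median region had between 424 and 628 fragments per H3K27me3 library and between 233 and 299 per H2A.Z library. The lowest count of any region was 27.

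Replicates were compared first. Across regions, log2 CPM of the replicates correlated at 0.997 for wild type and 0.994 for *ref4-3* in H3K27me3, and at 0.991 and 0.986 in H2A.Z. Sampling noise alone gives a chi-square per region of 1. The wild-type pairs lay little above it, at 1.13 (SE 0.017) for H3K27me3 and 1.08 (SE 0.0099) for H2A.Z. The *ref4-3* pairs were farther apart, at 2.08 (SE 0.051) and 1.59 (SE 0.016). Between genotypes the value ranged from 4.58 to 6.88 for H3K27me3 and from 2.19 to 2.38 for H2A.Z. All replicates exceeded the sampling noise and were kept as separate samples.

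The island lists show whether the genotypes differed in which stretches were enriched. The merged H3K27me3 lists held 7406 islands over 19.0 Mb in wild type and 7041 over 18.8 Mb in *ref4-3*. For H2A.Z there were 22638 islands over 29.5 Mb and 22416 over 28.4 Mb. The wild-type libraries held 7706433 and 8466471 fragments inside H3K27me3 regions, and the *ref4-3* libraries 5805781 and 8199019. For H2A.Z these were 9070114 and 10128759 against 8863116 and 7848342. The lists were not brought to equal depth here, so depth may contribute to the shorter *ref4-3* lists. The H3K27me3 islands of replicates had a Jaccard index of 0.919 in wild type and 0.908 in *ref4-3*. Pairs that crossed genotypes reached 0.882 to 0.890, so each of these 4 pairs was less alike than either replicate pair. The mean difference was 0.0290, and with each library left out in turn it ranged from 0.0209 to 0.0362. For H2A.Z the replicate pairs reached 0.815 and 0.779 and the crossed pairs 0.773 to 0.783. The *ref4-3* pair lay inside the range of the crossed pairs, above 3 of the 4. The mean H2A.Z difference of 0.0199 fell to 0.000787 without wild-type replicate 1 and to 0.00280 without wild-type replicate 2. Of the alternatives, counting islands that share at least 50% of their length moved the H3K27me3 difference most, to 0.0399.

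The next question was how often the marks lie on the same gene. H3K27me3 regions were found in 8286 genes and H2A.Z regions in 22249. Both marks were present on 7665 genes, which is 92.5% of the H3K27me3-marked genes (95% Wilson interval, 91.9 to 93.1). Among protein-coding genes this share was 95.7%, or 6785 of 7091, while 73.2% of all 27444 protein-coding genes carried H2A.Z. The setting that moved the share most was a stricter island score, which left 87.6%. With the merged islands of 1 genotype at a time, the share was 91.9% in wild type and 91.3% in *ref4-3*. In the H3K27me3 lists, 438 genes were marked in wild type alone and 174 in *ref4-3* alone. For H2A.Z these numbers were 1015 and 949. Differing depth of the libraries may contribute to these differences between genotypes, as it was not equalized here. Of the H3K27me3-marked genes 4.32% had more than 1 region, against 11.2% of the H2A.Z-marked genes.

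Differential enrichment was then tested for each mark. H3K27me3 was called decreased in *ref4-3* at 638 genes and increased at 457, and the called genes made up 13.2% of those tested. H2A.Z was called decreased at 398 genes and increased at 646, which together are 4.68% of those tested. The direction of the majority thus differed between the marks. Among protein-coding genes the numbers were 561 decreased and 373 increased for H3K27me3, and 369 and 612 for H2A.Z. Most changes were small. The median absolute log2 fold change of called regions was 0.40 for each mark, and changes above 2-fold were called at 31 genes for H3K27me3 and at 5 for H2A.Z. In fits that left out 1 library, between 75.9% and 94.3% of the called regions stayed above 1.2-fold, depending on mark, direction and library. These regions were selected on the same libraries, so the share is no independent check. Few of the called regions were counted repeatedly through overlapping genes. The 653 regions with decreased H3K27me3 merged into 635 separate stretches, and the 470 with increased H3K27me3 into 452. For H2A.Z, 407 decreased regions merged into 392 stretches and 661 increased regions into 639.

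Of the alternatives, a fold change threshold of 1.5 gave the lowest H3K27me3 numbers, 109 decreased and 81 increased genes, and DESeq2 the lowest H2A.Z numbers. With DESeq2, 219 genes were called decreased and 187 increased for H3K27me3, and 17 and 16 for H2A.Z. Decreased genes made up 38.1% of the H2A.Z calls with edgeR's exact test and 51.5% with DESeq2. The excess of decreased H3K27me3 calls, 58.3% with the main settings, also depended on the settings. It fell to 50.5% (579 decreased and 568 increased) when offsets removed trends over the mean count, and to 49.9% (1005 and 1011) without a fold change threshold. With library totals in place of TMM factors it was 63.0%.

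**Figure D1:**
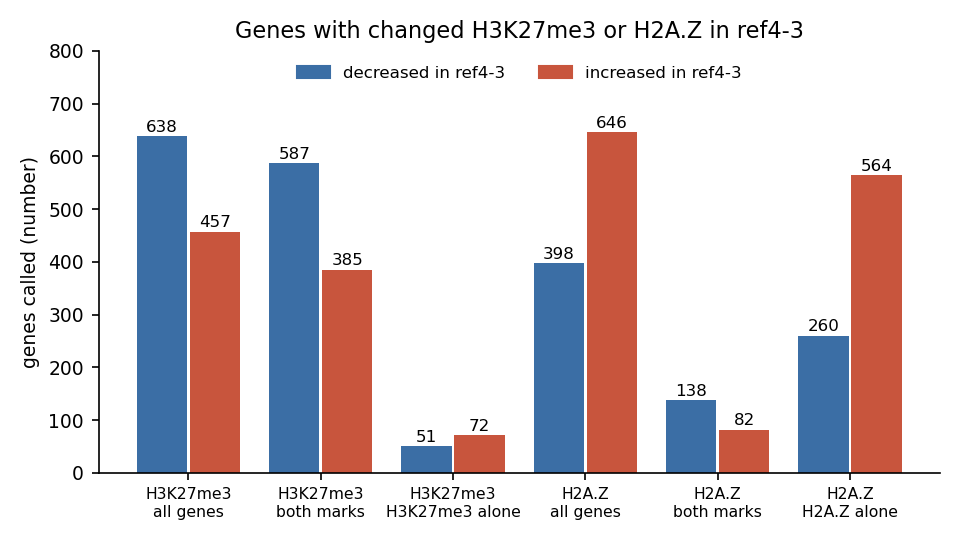
Number of genes called decreased (blue) or increased (red) in *ref4-3* for H3K27me3 and H2A.Z, over all genes with the mark, over genes with both marks and over genes with that mark alone (edgeR's exact test, FDR below 0.05, fold change above 1.2). H2A.Z calls lean towards increase over all genes, with 398 decreased and 646 increased, and towards decrease at genes with both marks, with 138 and 82.

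The counts were repeated over the 7665 genes with both marks, to ask whether the marks change alike in a shared setting. There, decreases were the more frequent call for both. H3K27me3 was decreased at 587 and increased at 385 of these genes, and H2A.Z was decreased at 138 and increased at 82. At the 14584 genes with H2A.Z alone the order was opposite, with 260 decreased and 564 increased. At the 621 genes with H3K27me3 alone, 51 were decreased and 72 increased. With a fold change threshold of 1.5 the H2A.Z calls at genes with both marks were 10 decreased and 12 increased, so the larger changes did not lean towards decrease. The size of the lean also depended on the scaling. Library totals in place of TMM factors gave 117 decreased and 96 increased genes, a smaller lean. Offsets that removed trends over GC content gave 149 and 72, a larger one.

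Across all H2A.Z-marked genes, called or not, the median log2 fold change of H2A.Z was −0.025 at genes with both marks and 0.017 at genes with H2A.Z alone. The difference of −0.043 does not move with the scaling of the libraries. Camera with its preset correlation gave a p of 0.00575 (limma), but with an estimated correlation limma's camera gave 0.263, so the call does not hold under it. The fry test of limma asks whether H2A.Z changed at genes with both marks, without a comparison with other genes. It gave a p of 0.324 and does not test the difference. The size of the difference depended on which *ref4-3* library was used. It was −0.013 without *ref4-3* replicate 1 and −0.074 without *ref4-3* replicate 2. Measured the same way between single libraries, the wild-type replicates differed by 0.0052 and the *ref4-3* replicates by 0.058. With 1 replicate difference per genotype, and these unlike in size, the data do not settle whether the difference exceeds the spread between replicates.

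**Figure D2:**
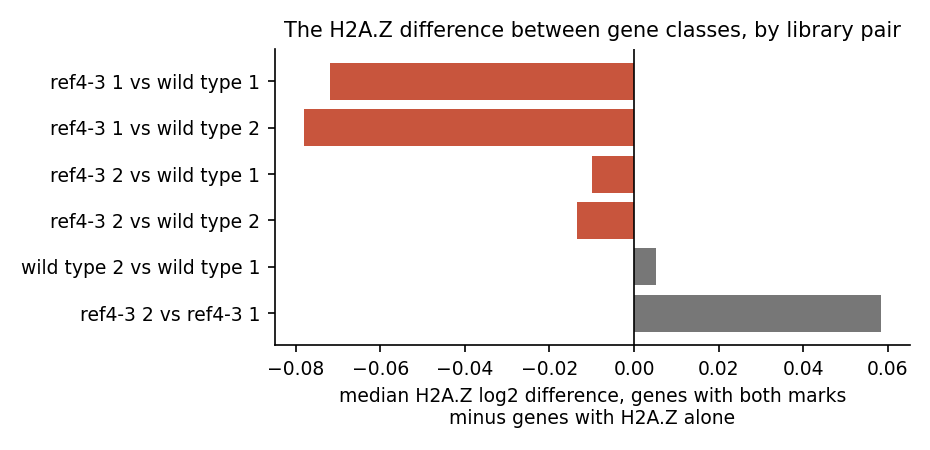
Median H2A.Z log2 difference at genes with both marks minus that at genes with H2A.Z alone, for each pair of single libraries, with pairs that cross genotypes in red and replicate pairs in grey. Pairs with *ref4-3* replicate 1 give −0.072 and −0.078, pairs with replicate 2 give −0.0099 and −0.013, and replicates differ by 0.0052 in wild type and 0.058 in *ref4-3*.

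Whether the marks changed at the same genes was examined by intersecting the calls. Calls were matched by gene, so the regions of the marks need not overlap. Fisher's exact test treats genes as independent, so its p-values cover genes and not libraries or chromatin preparations. A preparation difference that follows genotype could also raise these overlaps. Both marks were increased at 31 genes, where 4.12 would be shared by chance (odds ratio 12.4, one-sided Fisher's exact test, adjusted p 2.34e-19). Both were decreased at 45 genes, against 10.6 by chance (odds ratio 6.23, adjusted p 1.46e-17). Opposite directions were not over-represented, with 5 genes of increased H2A.Z and decreased H3K27me3 (6.28 by chance) and 6 of the reverse (6.93 by chance), each at an adjusted p of 0.763. Genes shared this way were a minority, at 37.8% of the genes with increased H2A.Z and 8.05% of those with increased H3K27me3. With DESeq2, which called few H2A.Z genes, 0 genes were increased in both marks and 3 decreased in both (adjusted p 0.000746). At an FDR below 0.01, the 6 genes with decreased H2A.Z and increased H3K27me3 also passed the test (2.44 by chance, adjusted p 0.0459).

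Over all 7665 genes, the log2 fold changes of the marks correlated positively across genes, with Pearson's r of 0.250 and Spearman's rho of 0.228. Genes are not independent replicates, so no p-value is given. The sign was the same at 57.4% of the genes. With each library left out in turn, r ranged from 0.203 to 0.245.

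Of the 15 genes taken from the study's text, 4 were in the H3K27me3 table and 12 in the H2A.Z table, while *MYC3* and *MED25* were in neither. All 4 H3K27me3 regions passed an FDR of 0.05, both over all genes tested and when adjusted over the list alone. Of the 20 H2A.Z regions, 5 passed over all genes tested and 7 when adjusted over the list alone. The study chose these genes partly on the same samples, so the count adjusted over the list alone is not independent evidence. H2A.Z at *REF4* itself, which encodes MED5b, did not change detectably in either of its regions.

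*MAF5* (AT5G65080), a MADS-box gene on chromosome 5, showed the clearest decrease of H3K27me3 among these genes. Its H3K27me3 region spans 25997601 to 26001400, of which 86.4% is intron and 12.3% coding sequence. The level was 261 ± 2.63 CPM (SD, n = 2) in wild type and 168 ± 3.09 CPM (SD, n = 2) in *ref4-3*, a log2 fold change of −0.64 (SE 0.046, edgeR's exact test, FDR 5.89e-42). H2A.Z fell in the region from 26000201 to 26002400, with a log2 fold change of −0.36 (SE 0.077, edgeR FDR 0.000410). That call was lost with DESeq2, at an adjusted p of 0.359. In the region near the start of the gene, from 25997601 to 25998200, the change of −0.23 was not called (edgeR FDR 0.278).

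**Figure D3:**
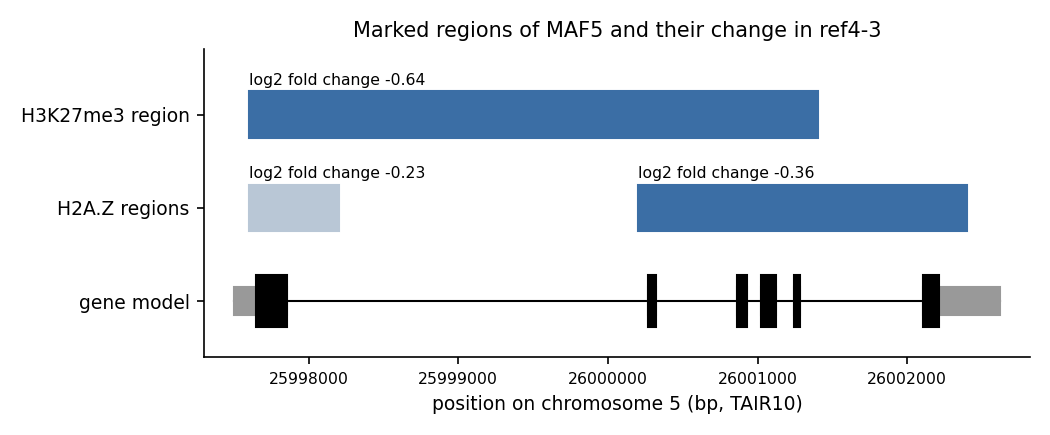
Map of *MAF5* on chromosome 5 (positions in bp) with its marked regions above the gene model, in which coding sequence is black, untranslated exon grey and intron a line. Dark blue regions were called decreased in *ref4-3* and the pale region was not, with log2 fold changes of −0.64 for H3K27me3 and of −0.23 and −0.36 for H2A.Z.

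H3K27me3 increased at 3 of the listed genes. At *JAZ1* (AT1G19180, chromosome 1, 6622201 to 6623400, 63.5% coding) it rose from 31.1 ± 1.43 to 48.9 ± 3.62 CPM (SD, n = 2 each), a log2 fold change of 0.66 (SE 0.10, edgeR's exact test, FDR 1.40e-08). At *PAL1* (AT2G37040, chromosome 2, 15559601 to 15560400) the log2 fold change was 0.40 (SE 0.090, edgeR FDR 0.000114). The DESeq2 adjusted p there was 0.0614. At *JAZ10* (AT5G13220, chromosome 5, 4218786 to 4220200) it was 0.35 (SE 0.067, edgeR FDR 6.52e-06), in a region that AT5G02045 overlaps. H2A.Z at *JAZ10* did not change detectably, with a log2 fold change of −0.021 (SE 0.13). That value depended on the *ref4-3* library used, at −0.26 without *ref4-3* replicate 1 and 0.17 without *ref4-3* replicate 2.

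H2A.Z decreased at *LOX3* (AT1G17420, chromosome 1) in both of its regions. Between 5977401 and 5979200 it was 81.1 ± 0.979 CPM (SD, n = 2) in wild type and 49.1 ± 9.77 CPM (SD, n = 2) in *ref4-3*, a log2 fold change of −0.71 (SE 0.074, edgeR's exact test, FDR 4.79e-19). From 5979801 to 5981200 it was −0.66 (SE 0.087, edgeR FDR 1.18e-11), and −0.42 without *ref4-3* replicate 2. At *JAZ7* (AT2G34600, chromosome 2, 14573030 to 14573800) it was −0.48 (SE 0.11, edgeR FDR 0.00101), but −0.27 without *ref4-3* replicate 2 and −0.76 without *ref4-3* replicate 1. At *PAL1* H2A.Z fell in 1 of 3 regions, from 15559801 to 15560400, with a log2 fold change of −0.40 (SE 0.10, edgeR FDR 0.00528). That region lies inside the stretch where H3K27me3 rose. DESeq2 called none of these H2A.Z decreases, with adjusted p from 0.0932 to 0.716. The change at *MYB4* (AT4G38620, chromosome 4, 18053801 to 18054800) was −0.27 (SE 0.093) at an edgeR FDR of 0.0642 and was not called. It was −0.17 without wild-type replicate 1 and −0.37 without wild-type replicate 2. The listed genes *MYC2*, *MYC4*, *C4H*, *HCT* and *CAB3* had no called region. *MYC2* overlaps AT1G32630, and 58.3% of a *CAB3* region has a near-identical copy elsewhere.

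The largest decreases of H3K27me3 were found at AT1G07317, AT3G28330 and AT1G35895. At AT1G07317, a non-coding gene of 278 bp on chromosome 1 (17278482 to 17278759), the log2 fold change was −2.08 (SE 0.17, edgeR's exact test, FDR 4.02e-40). At AT3G28330, an F-box-like gene on chromosome 3 whose region covers 10586566 to 10587759 and is all coding, H3K27me3 went from 263 ± 0.576 to 69.9 ± 0.191 CPM (SD, n = 2 each). H2A.Z over AT3G28330 changed by −0.18 and was not called (edgeR FDR 0.158). At AT1G35895, an uncharacterized gene on chromosome 1 (13353201 to 13354200), both marks fell, with log2 fold changes of −1.86 for H3K27me3 and −1.33 for H2A.Z. This was also the largest H2A.Z decrease. It was followed by AT1G72416, which encodes a DnaJ-domain protein, at −0.99, and by the non-coding AT1G06353 at −0.87.

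The largest H3K27me3 increase was at AT5G43755, a gene similar to reverse transcriptases on chromosome 5 (17583401 to 17583772). Its counts were 44 and 41 in wild type and 179 and 250 in *ref4-3*, a log2 fold change of 2.55 (SE 0.19, edgeR's exact test, FDR 4.82e-49). *BZIP61* (AT3G58120, chromosome 3, 21521201 to 21523200) followed, from 50.1 ± 5.10 to 132 ± 5.79 CPM (SD, n = 2 each) and a log2 fold change of 1.41 (SE 0.075, edgeR FDR 9.54e-79). AT1G22330, which encodes an RNA-binding protein, was at 1.31. For H2A.Z the largest increases were at *PLPB* (AT2G02710, chromosome 2, 760001 to 760800), at AT5G15120 (chromosome 5, 4898641 to 4899400) and at AT1G02816. At *PLPB* the log2 fold change was 1.27 (SE 0.13, edgeR FDR 1.98e-18) and at AT1G02816 it was 0.95. At AT5G15120 the level rose from 12.8 ± 2.10 to 29.4 ± 2.36 CPM (SD, n = 2 each, edgeR FDR 5.83e-19).

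Among genes called for both marks, the largest joint decreases were at AT1G35895, AT4G03765 and AT5G10770. AT4G03765 is a non-coding gene with log2 fold changes of −1.05 for H3K27me3 and −0.58 for H2A.Z. The H2A.Z value was −0.35 without *ref4-3* replicate 1, and 46.0% of the region has a near-identical copy elsewhere. AT5G10770, an aspartyl protease gene, changed by −1.19 and −0.27, and its H2A.Z change fell short of the fold change threshold with library totals alone (−0.26). The largest joint increases were at *BZIP61*, AT5G15120 and AT1G75710. The log2 fold changes of H3K27me3 and H2A.Z were 1.41 and 0.44 at *BZIP61*, and 1.04 and 0.55 at the zinc finger gene AT1G75710. H3K27me3 at AT5G15120 changed by 0.45, in a region from 4899601 to 4900400. That region does not overlap the H2A.Z region of the gene, from 4898641 to 4899400. With DESeq2 the H2A.Z calls at AT4G03765, AT5G10770, *BZIP61* and AT1G75710 and the H3K27me3 call at AT5G15120 were lost. Whether *ref4-3* and wild-type plants carry the same DNA copy number at these regions was not analysed here.

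**Figure D4:**
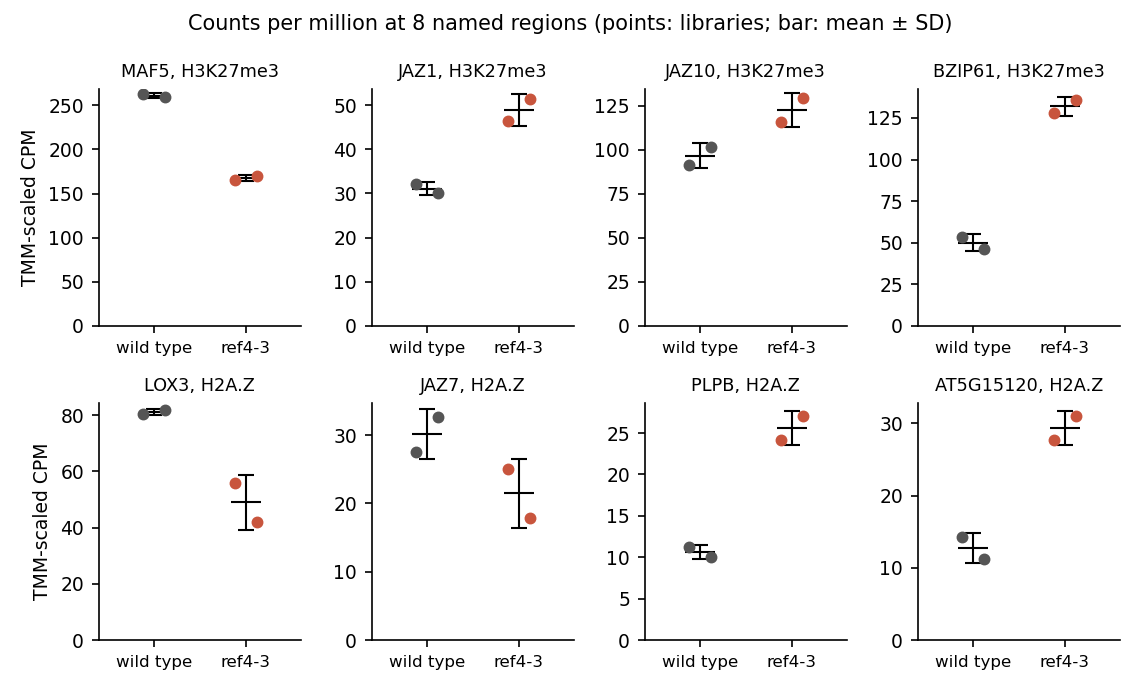
H3K27me3 (top) and H2A.Z (bottom) at 8 named regions in TMM-scaled CPM, with 1 point per library and bars for the mean and SD of n = 2 libraries per genotype. The *ref4-3* libraries lie beyond both wild-type libraries in every panel, and at *LOX3* and *JAZ7* the *ref4-3* replicates are far apart.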

Values the study reported

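The study reported 8,286 genes marked by H3K27me3 and 22,249 genes marked by H2A.Z in either genotype. It stated that over 87% of the H3K27me3-marked genes carried H2A.Z as well in wild-type plants, and it counted 6,785 protein-coding genes with both marks. Of the marked genes, 11% met several H2A.Z islands and 4% met several H3K27me3 islands. Differential enrichment was given for 931 protein-coding genes for H3K27me3, with 558 decreased and 373 increased. For H2A.Z the number was 1,002, with 627 increased and 375 decreased. The replicate correlation was given as 0.8 or higher for H2A.Z and as 0.9 or higher for H3K27me3.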

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

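Alternatives chosen only after the data had been seen were the fit with wild-type replicates as 1 library, the sum of counts per gene, DESeq2 with a flat dispersion trend, offsets over GC content, and the limit to genes outside gene-poor windows.

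The share of H3K27me3-marked genes with H2A.Z stayed within its interval when 1 bp of overlap was enough. It was 91.9% with wild-type islands only, 91.3% with *ref4-3* islands only, 91.5% at 500 bp of overlap, 87.6% with the lowest-scoring 25% of islands left out, and 95.7% for protein-coding genes. The difference of Jaccard indices between replicates and genotypes changed when shares of islands were used instead. At 1 bp of overlap it was 0.0221 for H3K27me3 and 0.0107 for H2A.Z, and at 50% reciprocal overlap 0.0399 for H3K27me3. Across the fits that each left out 1 library it ranged from 0.0209 to 0.0362 for H3K27me3 and from 0.000787 to 0.0414 for H2A.Z.

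The counts of called genes stayed within 1.5 times under the quasi-likelihood test, other size factors, library totals, offsets over mean count or GC content, sums per gene and the limit to protein-coding genes. The filter on low counts removed 0 regions and tests nothing. DESeq2 called 219 decreased and 187 increased genes for H3K27me3 (207 and 164 among genes with both marks) and 17 and 16 for H2A.Z (5 and 2). With a flat trend it called 195 and 145 (177 and 121), and 21 and 25 (6 and 4). Wild-type replicates summed to 1 library gave 379 and 289 for H3K27me3, with 358 decreased among genes with both marks, and 136 and 232 for H2A.Z (40 and 29). Without a fold change threshold, H3K27me3 had 1005 and 1011 (947 and 916), and H2A.Z had 209 decreased genes among those with both marks. A fold change above 1.5 left 109 and 81 (94 and 63) for H3K27me3 and 41 and 75 (10 and 12) for H2A.Z. An FDR below 0.01 left 197 and 304 (63 and 40) for H2A.Z. Stricter thresholds lower the counts by construction. The fit with 1 wild-type library has fewer samples. The share of decreased H3K27me3 calls, 58.3% with the main settings, was 50.5% with offsets over mean count and 49.9% without a fold change threshold, and the cause was not tested.

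Joint increases and joint decreases stayed over-represented in most settings. All settings used the same libraries, so they do not cover the spread between libraries. With DESeq2, 0 genes were increased in both marks (adjusted p 1), 0 in each class of opposite direction, and 3 decreased in both. With its flat trend the numbers were 0, 0, 0 and 1 (adjusted p 0.523 for joint decreases). A fold change above 1.5 left 2 joint increases, 1 joint decrease and 0 genes of opposite direction. The joint increases still passed Fisher's exact test (0.0986 by chance, adjusted p 0.0166), and the joint decrease did not (adjusted p 0.232). So few calls leave little to test. An FDR below 0.01 gave 14 joint increases, 18 joint decreases, 2 genes with increased H2A.Z and decreased H3K27me3, and 6 of the reverse, which then passed at an adjusted p of 0.0459 where the main settings gave 0.763. The cause was not tested. Without a fold change threshold there were 87 joint decreases and 17 genes with decreased H2A.Z and increased H3K27me3, offsets over mean count gave 10 of the latter, and sums per gene gave 3 genes with increased H2A.Z and decreased H3K27me3. With 1 wild-type library the classes held 9 joint increases, 11 joint decreases, and 2 genes in each opposite class.

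The H2A.Z difference of −0.043 between gene classes was past 0.05 only with the preset correlation of camera. The estimated correlation gave a p of 0.263 (limma's camera). The fry test of limma gave 0.324, but it does not compare the gene classes. The difference ranged from −0.074 to −0.013 when each library was left out. The correlation of the marks across genes ranged from 0.203 to 0.245 in these fits.

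At named genes and for medians of called regions, 12 comparisons lost a call, 11 of them with DESeq2 and 1 with library totals. In fits that left out 1 library, 28 values moved by more than 1 SD between replicates, 13 of them without *ref4-3* replicate 1. The other 372 comparisons kept their status as called or not called, or stayed within that SD. That SD comes from the same 2 libraries per genotype, so staying within it is no sign of stability. Without *ref4-3* replicate 2 the H2A.Z change at *JAZ7* stayed within it and went from −0.48 to −0.27.

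Whether the replicate numbers pair the libraries was not settled. Deviations of libraries with the same number correlated at 0.071 for H3K27me3 and −0.025 for H2A.Z. The wild-type replicates differed by little more than sampling noise, at a chi-square per region of 1.13 and 1.08. Noise of that share keeps the correlation low even if the libraries were paired. With the replicate number as a block, edgeR's quasi-likelihood test called 672 decreased and 488 increased genes for H3K27me3 and 394 and 607 for H2A.Z.

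With 2 libraries per group the spread within a genotype rests on 1 difference per mark and region. At a median of 233 to 299 fragments per region, the standard errors of the named H2A.Z regions ran from 0.074 to 0.17 on the log2 scale, and changes larger than that went uncalled, such as −0.27 (SE 0.093, edgeR FDR 0.0642) at *MYB4*.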

Other observations

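Tests chosen only after the result was seen were the H2A.Z gap in gene-poor windows, the question whether the wild-type pair is 1 library, the DESeq2 tests, the covariance of replicate differences, the correlations of single libraries, and the splits of the libraries.

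H3K27me3 fell more in gene-poor parts of the chromosomes. A total of 20 windows of 1 Mb had under 50% of the median number of protein-coding genes of their chromosome, and each chromosome had at least 3. H3K27me3 was decreased at 20.1% of the marked genes in these windows and at 7.23% of those elsewhere. The median log2 fold change was lower there by a gap of −0.086 (95% bootstrap interval over windows, −0.140 to −0.054). The gap was negative on all 5 chromosomes and ranged from −0.080 to −0.097 with each library left out. The bootstrap covers differences between windows, not between libraries. Weaker signal does not account for it, as the gap within 5 bins of signal per bp was −0.082. GC content does not either, since within 5 bins of GC content the gap was −0.084. If *ref4-3* chromatin held less DNA of these windows, H2A.Z would fall there by as much. H2A.Z did fall, by a gap of −0.051, but this was −0.017 without *ref4-3* replicate 1 and −0.082 without *ref4-3* replicate 2. Its size thus depends on which *ref4-3* library is used, so this explanation and a change of the mark cannot be told apart here while input chromatin is not analysed. An effect of *ref4-3* on H3K27me3 in gene-poor chromatin may contribute, but this remains a hypothesis.

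The *ref4-3* replicates differed by more than the wild-type replicates in both marks. Trends over GC content and signal account for a part. After they were removed, the chi-square per region of the *ref4-3* pair was 1.79 (SE 0.047) for H3K27me3 and 1.45 (SE 0.014) for H2A.Z. The wild-type pair stayed near sampling noise, at 1.10 (SE 0.017) and 1.07 (SE 0.0099). That is above 1 by several standard errors, which argues against 1 library sequenced in 2 runs, although differences between runs other than GC and signal trends were not tested. No biological explanation for the wider *ref4-3* pair was tested.

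DESeq2 called far fewer genes than edgeR. Its median dispersion was 0.00506 for H3K27me3 and 0.00801 for H2A.Z, against 0.000921 and 0.00104 with edgeR. The *ref4-3* pair alone gives 0.00134 and 0.00178. A flat dispersion trend had been predicted to restore the calls and did not, with 340 calls for H3K27me3 and 46 for H2A.Z. It lowered neither median dispersion, so this test leaves the form of the trend open. When edgeR's dispersions were put into DESeq2's Wald test, it made 1119 and 1085 calls, close to those of edgeR. The difference is consistent with the level of the dispersions as its source, not the test statistic. The wild-type pair gives 0.000134 and 0.000206, so edgeR's medians lie between those of the replicate pairs and DESeq2's above both. For H2A.Z, DESeq2's median also exceeds the 0.00331 to 0.00384 of pairs that cross genotypes, although the estimators differ. Whether 2 libraries per genotype show the full spread among plants stays open. With the wild-type replicates as 1 library, dispersion came from the *ref4-3* pair and edgeR called 379 decreased and 289 increased genes for H3K27me3 and 136 and 232 for H2A.Z, which lies between the tools.

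The marks changed together across genes, with a correlation of 0.250. Chromatin of 1 replicate may enter both immunoprecipitations, so preparation differences could move both marks. The covariance of replicate differences, scaled to the genotype contrast, was 8.31% of the covariance of the fold changes (95% bootstrap interval, 6.04 to 10.9), but this interval covers genes, not libraries. There is 1 replicate difference per genotype, and these were unlike, with −0.0414% from the wild-type pair alone and 16.7% from the *ref4-3* pair alone. Chromatin shared within single preparations is not the whole cause. Over the 16 combinations of single libraries the correlation was at least 0.139 (95% bootstrap interval over windows, 0.109 to 0.170), and whichever libraries came from 1 preparation, some combinations share none. A preparation difference that follows genotype, by chance or by handling, and an effect of genotype cannot be told apart with 1 replicate difference per genotype. Trends do not account for the correlation, as it was 0.248 after smooth trends over GC content and signal were removed. It was 0.2298 outside the gene-poor windows, so they are not its sole source.

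The lower H2A.Z at genes with both marks was partly tied to depth. These genes had a median mean count of 414, against 239 at genes with H2A.Z alone. Against genes with H2A.Z alone resampled to the same counts, the difference was −0.018 (95% bootstrap interval over genes, −0.0229 to −0.0139). Without *ref4-3* replicate 1 it was −0.0023 (−0.0076 to 0.0038), and without *ref4-3* replicate 2 it was −0.034 (−0.039 to −0.028). Its size thus depends on which *ref4-3* library is used, and depth and an effect of genotype cannot be told apart.

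The 4 libraries of a mark can be split into pairs in 3 ways. For each mark, 1 of the 3 splits, the one by genotype, gave as many called genes, with 1094 for H3K27me3 and 1042 for H2A.Z. The other splits gave 0 calls. At an unadjusted p below 0.05 with edgeR's exact test they had 23 and 22 regions for H3K27me3, against 3046 by genotype, and 213 and 306 regions for H2A.Z, against 4574. The other splits put any genotype difference inside their groups. Their median dispersion was 0.00764 and 0.00797 for H3K27me3, against 0.000921 by genotype, and 0.00451 and 0.00436 for H2A.Z, against 0.00104. Few calls follow from this wherever the genotypes differ, so these splits are no measure of chance. With 3 splits the share of splits with as many calls cannot fall below 0.333 whatever the data, so it decides nothing about chance either.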
